A study of Arabidopsis thaliana with 210 samples.

How the data were processed

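RNA was measured in 210 wells that received nuclei from shoot apices of Arabidopsis thaliana ecotype Col-0 seedlings, 7 days after germination. The labels give stem cells as the cell type of every well. Of these wells, 206 held 1 nucleus each, 2 were bulk wells and 2 were negative control wells without a nucleus. Per the labels' protocols, 190 wells were processed with Smart-seq2 and 20 single-nucleus wells with Smart-seq3, both of which amplify whole transcripts from single cells. Each label also carries p1 or p2, the meaning of which is not stated, and the 2 values were kept apart except where the text gives a value over both. The groups were p1 Smart-seq2 (93 nuclei), p2 Smart-seq2 (93 nuclei), p1 Smart-seq3 (8 nuclei), p2 Smart-seq3 (12 nuclei), the bulk wells (1 of p1 and 1 of p2) and the negative control wells (both p2, Smart-seq2). The labels describe a bulk well as 50 nuclei, whereas the bulk columns of the deposited table are named with a prefix that holds the number 10. The number of nuclei per bulk well is therefore uncertain.

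The authors deposited 1 table of estimated counts per feature, and 11.2% of its values above 0 were not whole numbers. Per nucleus, this share was 23.4% to 45.0% in p1 Smart-seq3, against 9.60% to 14.0% in p2 Smart-seq3. The aligner, the counting program, the genome build, the annotation and any filters that the authors used are not stated in the labels or in the file header. Every value was rounded to a whole number before any calculation. How far rounding changed the number of genes detected, in p1 Smart-seq3 above all, was not tested. The table listed 60886 features: 29417 nuclear genes, 133 plastid genes, 146 mitochondrial genes, 31189 transposable elements and 1 mCherry reporter. Transposable elements and the reporter held 1.03% of all counts and were kept out of library sizes and of the number of genes detected. Gene identifiers were used as the table gives them. Symbols, gene types and gene lengths came from the TAIR10.1 annotation, in which 28929 of the 29696 gene identifiers (97.4%) had a match. No coordinates are given because the build of the deposited table is not stated.

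The labels name no plant, pool or sort for a nucleus, so nuclei were not treated as replicates and each group counted as 1 sample. No test between groups was possible, no p-value was computed, and the comparisons are descriptions of these libraries. A share of nuclei carries an exact Clopper-Pearson 95% interval, a sum of counts carries an exact Poisson 95% interval, and a ratio of sums carries an interval from the exact binomial distribution of their counts. The table gives reads without molecular identifiers, so all intervals and limits cover counting error only. Where a count was 0, the limit was set at 3 counts, or at 3 nuclei for a share of nuclei. The 2 negative control wells are given as mean ± SD. No well was removed, except where stated. No 2 wells of a group held identical values.

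A gene was called detected in a well from 1 count. For a comparison at equal depth, the counts of each well were thinned at random without replacement to 4200 counts on genes, the 10th percentile of all single-nucleus wells, and shallower wells were left out. Sums of the 93 Smart-seq2 nuclei of each p number were set against the bulk well of that p number as counts relative to the total counts on genes of the library, in CPM. For the genes detected in pools, 50 nuclei were drawn without replacement and summed, 100 times. Each sum was thinned to the total of the bulk well, or the bulk well was thinned where it was deeper. Spearman's rho was taken across genes with a mean of at least 1 CPM over the 4 libraries. Ratios of bulk wells over summed Smart-seq2 nuclei, and of summed Smart-seq3 over summed Smart-seq2 nuclei, were taken for nuclear genes with at least 50 counts over the libraries compared. A gene was counted as differing when its ratio lay beyond 4-fold in the same direction in p1 and in p2. A library with 0 counts of a gene entered with 3 counts, and no ratio was given where both libraries held 3 counts or fewer. A gene was also left out when its 0 counts, set at 3, lay above the CPM of the other library. This last rule was set after the ratios had been seen, and the counts without it are given in the part on how the results depend on the processing.

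The genes named in the text were fixed before the data were examined: 61 genes in lists for the ARGONAUTE family, stem cells and organising centre, meristem, epidermal layer, organ boundary, organ primordium, vasculature, mesophyll, cell division, housekeeping, silencing pathway, and root, pollen or seed genes that should be silent in a shoot apex. All 61 had a match in the annotation. The rule for ratios named the 5 highest and the 5 lowest mean log2 ratios among genes with counts in at least 10% of the Smart-seq2 nuclei and the same direction in p1 and p2. For Smart-seq3, such a gene also had a count in at least 3 Smart-seq3 nuclei or in none. The 3 nuclear genes with the largest share of counts in each group were named as well. Nuclei were not clustered and no doublets were called.

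Alternatives fixed before the data were examined were a minimum of 5 counts for detection, only nuclei with at least 500 genes or with more genes than the negative control wells, thinning to another depth or with another random seed, library sizes from nuclear genes alone, equal weight for every nucleus, the trimmed mean of M values (TMM) of edgeR 4.0.16, the median of ratios of DESeq2 1.42.0, other expression minimums, and leaving out each bulk or negative control well. Chosen after the data were seen were the restriction to nuclei with at least 50000 counts, alone or with a minimum of 5 counts, thinning to 54000 counts for shares of nuclei, the 2 other scalings for the ARGONAUTE ratios, and the ratios with every count of 0 kept at 3. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3. Plots used matplotlib 3.10.9.

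The ratio step was tested on simulated counts in which 200 genes of at least 10 CPM were changed 16-fold. Counts were drawn from a Poisson distribution around 1 profile shared by all libraries. The simulation holds counting error only, without any spread between nuclei or wells. Its rates test the calculation and do not give the rate of false calls in the real libraries. For bulk wells over summed nuclei, 199 of the 200 genes were recovered among 19004 genes, none in the wrong direction, and 1 of 18804 unchanged genes was called. For Smart-seq3 over Smart-seq2, 190 of 200 were recovered among 18831 genes, none in the wrong direction, and 0 of 18631 unchanged genes were called. Thinning was tested on 185 nuclei, where the number of genes differed from its calculated expectation by a median of -0.0974% and by at most 3.91%.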

Results

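The series addresses the function of ARGONAUTE proteins in the shoot apical meristem, and the part analysed here measured nuclear RNA in single sorted nuclei labelled as stem cells. The 2 bulk wells held 1945890 (p1) and 1253317 (p2) counts on genes. Among Smart-seq2 nuclei, the median total was 1310185 counts in p1 (93 nuclei, range 1362 to 8102382) and 375146 counts in p2 (93 nuclei, range 153 to 1236901). Among Smart-seq3 nuclei, it was 55305 counts in p1 (8 nuclei, range 34106 to 337249) and 605497 counts in p2 (12 nuclei, range 92940 to 747658). Counting only nuclear genes, the Smart-seq2 medians were 1064208 counts in p1 and 295115 in p2.

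The negative control wells show the counts that arise without a nucleus. They held 8314.5 ± 511 counts on genes (SD, n = 2) and 456.5 ± 114 genes with a count (SD, n = 2). Plastid and mitochondrial genes took 78.3% ± 5.85 of these counts (SD, n = 2), and the nuclear genes held 2054 and 1523 counts. Only 43 ± 5.66 genes (SD, n = 2) reached 5 counts. Among the p2 Smart-seq2 nuclei, which share the p number and the protocol of these wells, 11 of 93 had a total no higher than the higher negative control well. By genes detected the number was 6, and by counts on nuclear genes it was 8. No negative control well carried p1 or Smart-seq3, so the background of those groups was not measured.

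Totals of Smart-seq2 nuclei fell into 2 ranges with a gap between them. In p1, 36 of 93 nuclei (38.7%) had at most 40656 counts, and the next nucleus had 241666. In p2, 12 of 93 nuclei (12.9%) had at most 13110 counts, and the next had 132568. The p1 nuclei below the gap had a median of 2577 genes detected, of which a median of 1465.5 rested on a single count, and those above it had a median of 5386 genes. In p2, the medians were 564 genes below the gap and 2814 above it.

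**Figure D1:**
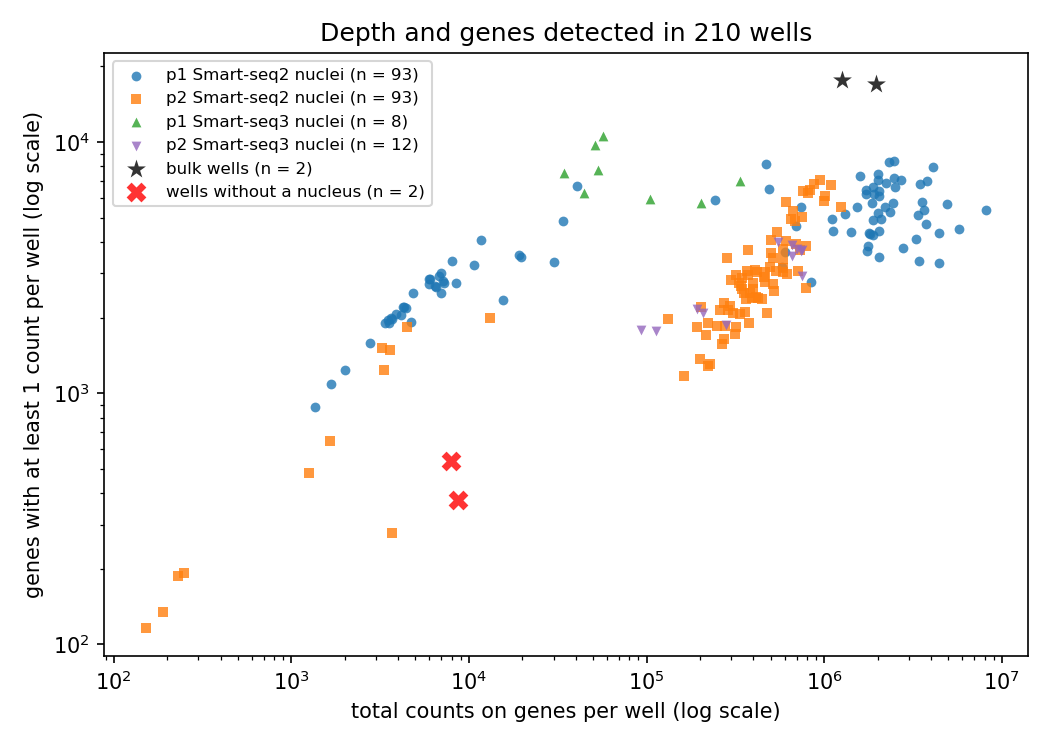
Total counts on genes per well (x axis, log scale) against genes with at least 1 count per well (y axis, log scale), with 1 point per well and a marker for each group. Smart-seq2 nuclei of p1 lie on both sides of a gap between 40656 and 241666 counts, and the 8 Smart-seq3 nuclei of p1 have between 5712 and 10588 genes at 34106 to 337249 counts.

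Genes detected per nucleus were compared between the groups first as deposited and then at equal depth. As deposited, the median was 4334 genes in p1 Smart-seq2 nuclei (range 885 to 8386), 2614 in p2 Smart-seq2 (range 116 to 7046), 7278.5 in p1 Smart-seq3 (range 5712 to 10588) and 3229.5 in p2 Smart-seq3 (range 1775 to 4008). The minimum of 5 counts moved p1 Smart-seq3 most, to a median of 1350 genes, which was the lowest of the 4 groups. At 4200 counts per nucleus, the medians were 1671 genes in p1 Smart-seq2 (82 nuclei, 11 left out), 1217 in p2 Smart-seq2 (83 nuclei, 10 left out), 1454 in p1 Smart-seq3 (8 nuclei) and 1084 in p2 Smart-seq3 (12 nuclei). The quartiles were 1341.5 and 1950 genes in p1 Smart-seq2 and 1081.5 and 1583 genes in p2 Smart-seq2, so the nuclei of the 2 groups overlapped. At 54000 counts, the median of p1 Smart-seq3 was the highest of the 4 at 3684 genes, from the 4 nuclei of that depth, against 3163 in p1 Smart-seq2. The order of these 2 groups therefore changed between the 2 settings. The nuclei changed along with the depth, since only 57 p1 Smart-seq2 nuclei reached 54000 counts, so the change cannot be credited to depth alone.

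The share of counts on plastid and mitochondrial genes was taken as a measure of RNA from outside the nucleus. Its median was 14.6% in p1 Smart-seq2, 19.8% in p2 Smart-seq2, 5.79% in p1 Smart-seq3 and 10.7% in p2 Smart-seq3, and it was 11.5% and 16.4% in the bulk wells of p1 and p2. All 4 medians were below the 78.3% of the negative control wells. Nuclear ribosomal RNA genes took a median of 4.58%, 11.5%, 1.41% and 2.53% of counts in the same order of groups. Copies of these genes are near-identical, so the split of counts among them is uncertain. AT3G41768, a ribosomal RNA gene, held the largest share of any nuclear gene in the bulk wells (4.63%), p1 Smart-seq2 (4.23%), p2 Smart-seq2 (8.72%) and p2 Smart-seq3 (3.19%). The ribosomal RNA genes AT3G41979 (1.53%) and AT2G01020 (1.52%) followed in p2 Smart-seq2. RBCS1A (AT1G67090) and CAB1 (AT1G29930), which encode proteins of photosynthesis, followed with 0.997% and 0.561% over the 2 bulk wells, 1.01% and 0.652% in p1 Smart-seq2, and 1.05% and 1.91% in p2 Smart-seq3. The bulk wells differed, with AT3G41768 at 4.05% in p1 and 5.54% in p2, RBCS1A at 1.32% and 0.504%, and CAB1 at 0.639% and 0.440%. In the p2 bulk well, RBCS1A and CAB1 were only the 4th and 5th highest nuclear genes. CAB1 belongs to a family of similar genes that can share reads, so its values are uncertain. In p1 Smart-seq3 the leading genes were ABCG29 (AT3G16340) at 2.96%, PIRL3 (AT1G12970) at 1.81% and AT3G41768 at 1.32%. In the negative control wells they were AT2G30230 at 4.47%, AT5G18610 at 1.52% and AT3G16220 at 0.740%.

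Which ARGONAUTE genes have RNA in these nuclei was examined as the share of Smart-seq2 nuclei with at least 1 count. AGO1 (AT1G48410) was detected in 65.6% of p1 nuclei (95% interval 55 to 75.1%) and 28% of p2 nuclei (19.1 to 38.2%). AGO4 (AT2G27040) was detected in 53.8% of p1 nuclei (43.1 to 64.2%) and 59.1% of p2 nuclei (48.5 to 69.2%). AGO9 (AT5G21150) was detected in 54.8% of p1 nuclei (44.2 to 65.2%) and 24.7% of p2 nuclei (16.4 to 34.8%). For AGO10 (AT5G43810) the share was 34.4% in both (24.9 to 45%). AGO5 (AT2G27880) was found in 20.4% of p1 nuclei (12.8 to 30.1%) and 4.30% of p2 nuclei (1.18 to 10.6%). AGO2 (AT1G31280) was found in 17.2% (10.2 to 26.4%) and 2.15% (0.262 to 7.55%), and AGO7 (AT1G69440) in 12.9% (6.85 to 21.5%) and 17.2% (10.2 to 26.4%). AGO6 (AT2G32940) was seen in 1.08% of p1 nuclei (0.0272 to 5.85%) and 10.8% of p2 nuclei (5.28 to 18.9%). AGO8 (AT5G21030) had counts in 1 nucleus of each p number. AGO3 (AT1G31290) had counts in 2.15% of p2 nuclei and in 0 of 93 p1 nuclei, which allows a share of up to 3.23%. The 6 genes that should be silent in a shoot apex were each detected in at most 1.08% of nuclei of either p number, at the same depths. In p1, each of them had at most 1 count over the 93 nuclei. They therefore cannot show reads that come from other wells, and their low shares do not exclude such reads for the ARGONAUTE genes. In the negative control wells, AGO5 and AGO9 had 1 count each, in different wells, and the other 8 ARGONAUTE genes had none.

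Shares from 1 count depended on the minimum. With at least 5 counts, AGO1 was detected in 30.1% of p1 nuclei and 23.7% of p2 nuclei, AGO9 in 18.3% and 19.4%, AGO5 in 7.53% and 3.23%, AGO4 in 29% and 38.7%, and AGO10 in 16.1% and 31.2%. For AGO9 in p1, 34 nuclei had 1 to 4 counts and 17 nuclei had at least 5. In p1, low counts were not spread evenly over the wells. Among 572 nuclear genes with at least 500 counts and at least 90% of their p1 counts in a single well, wells whose replicate number lay in the same block of 8 as that well, or left the same remainder by 8, had a count in 19% of cases, against 2.00% in the other wells. Shares that rest on 1 to 4 counts in p1 are limited by this pattern. At 4200 counts per nucleus, AGO1 was detected in 25.6% of p1 nuclei (16.6 to 36.4%) and 12% of p2 nuclei (5.93 to 21%), AGO9 in 19.5% (11.6 to 29.7%) and 12% (5.93 to 21%), and AGO5 in 12.2% (6.01 to 21.3%) and 2.41% (0.293 to 8.43%). At this depth the p1 share was higher for all 3 genes, as from 1 count, whereas with at least 5 counts it was lower than the p2 share for AGO9. The 82 p1 wells at 4200 counts exceed the 57 above the gap, so wells below it stayed in. AGO5 was in 10 of these 82 wells, whereas only 7 p1 wells had at least 5 AGO5 counts. The higher p1 shares at 4200 counts are therefore not free of the pattern of low counts. The intervals of p1 and p2 overlapped for all 3 genes in both settings, and no test of the difference was made.

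**Figure D2:**
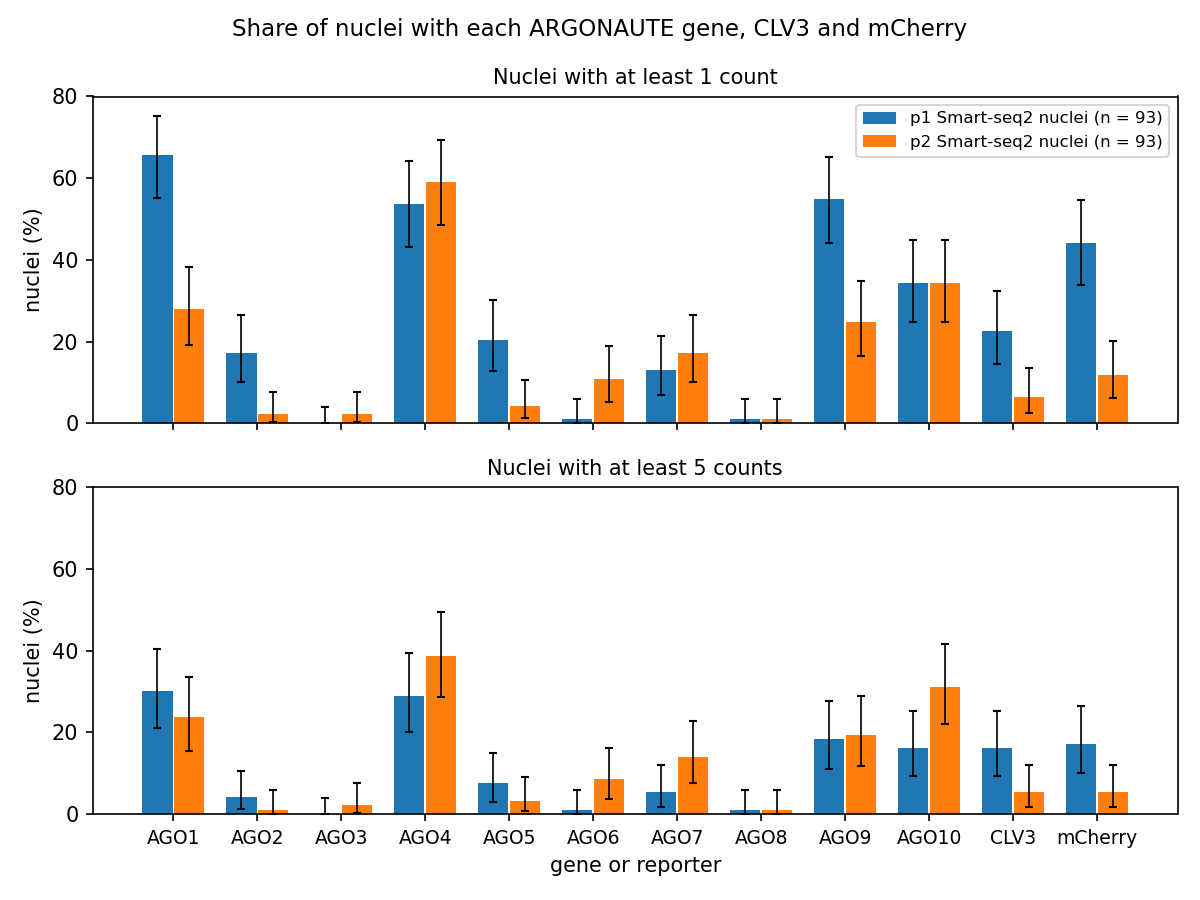
Share of Smart-seq2 nuclei (y axis, percent) with at least 1 count (upper panel) or at least 5 counts (lower panel) of each ARGONAUTE gene, CLV3 and the mCherry reporter, for 93 nuclei of p1 and 93 of p2, with exact 95% intervals for counting error. For AGO9, the p1 bar falls from 54.8% to 18.3% between the panels and the p2 bar from 24.7% to 19.4%.

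Counts of several ARGONAUTE genes came from few nuclei. The 3 nuclei with the most counts held 99.5% of the AGO2 counts, 96.8% of the AGO5 counts and 55.8% of the AGO9 counts in p1. In p2 they held 99.8% of the AGO5 counts and 45.1% of the AGO9 counts. Of the 89 AGO2 counts in p2, 1 nucleus held 88.

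Marker genes were read the same way to describe which cell identities the nuclei carried. CLV3 (AT2G27250), a stem cell marker, was detected in 22.6% of p1 nuclei (14.6 to 32.4%) and 6.45% of p2 nuclei (2.40 to 13.5%). With at least 5 counts these shares were 16.1% and 5.38%, and at 4200 counts per nucleus 4.88% and 3.61%. WUS (AT2G17950), which marks the organising centre, was detected in 2.15% and 3.23%. The meristem gene STM (AT1G62360) was detected in 45.2% of p1 nuclei (34.8 to 55.8%) and 31.2% of p2 nuclei (22 to 41.6%). Over the 4 meristem genes the median share was 45.2% in p1 and 25.3% in p2. For the 4 epidermal layer genes it was 76.9% and 41.9%, led by PDF1 (AT2G42840) with 96.8% and 69.9%. The 4 organ boundary genes had medians of 7.53% and 5.38%, the 4 organ primordium genes 54.8% and 31.7%, the 3 vasculature genes 21.5% and 5.38%, and the 6 cell division genes 36.6% and 15.6%. The 10 silencing pathway genes had medians of 28% and 17.7%, and the 4 housekeeping genes 95.7% and 71.5%. For the 4 mesophyll genes, the medians were 97.8% and 94.6%. RBCS1A, LHCB1.1 and LHCB1.2 of that list, AS1 of the primordium list, and ACT2 and EF1A-A4 of the housekeeping list also had 1 to 5 counts over the 2 negative control wells, and the LHCB genes can share reads with similar copies. The silent list had medians of 0% in p1 and 0.538% in p2. Most gaps between p1 and p2 narrowed in other settings. With at least 5 counts, the medians of p1 and p2 were 40.3% and 34.4% for epidermal layer genes, 22% and 20.4% for meristem genes, 30.1% and 23.7% for organ primordium genes, 14% and 10.8% for silencing pathway genes, and 18.3% and 11.3% for cell division genes. At 4200 counts per nucleus they were 32.3% and 30.7% for epidermal layer genes, 16.5% and 12% for meristem genes, 21.3% and 15.7% for organ primordium genes, 7.93% and 6.63% for silencing pathway genes, and 12.2% and 6.02% for cell division genes. The vasculature medians were 10.8% and 4.30% with at least 5 counts and 6.10% and 4.82% at 4200 counts. For organ boundary genes the order turned, with 3.23% and 4.30% in the former setting and 2.44% and 3.01% in the latter. The gap of the housekeeping genes stayed, with 82.8% and 60.8% in the former and 82.3% and 51.8% in the latter, and the mesophyll medians were 89.8% and 87.6% in the former and 91.5% and 86.1% in the latter.

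The mCherry reporter, whose line and promoter the labels do not name, was detected in 44.1% of p1 nuclei (33.8 to 54.8%) and 11.8% of p2 nuclei (6.05 to 20.2%). With at least 5 counts the shares were 17.2% and 5.38%. The negative control wells had 0 mCherry counts. Among the 27 nuclei with CLV3, 20 also had mCherry, against 9.97 under independence. With at least 5 counts of each, it was 17 of 20 nuclei, against 2.85. Among nuclei with at least 50000 counts, a setting chosen after seeing the data, 20 nuclei had both, against 11.9.

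Whether CLV3 nuclei also carry ARGONAUTE RNA was examined by co-detection over the 186 Smart-seq2 nuclei, with the number under independence computed within p1 and p2 and added. CLV3 and AGO9 were detected together in 17 nuclei, against 13. AGO9 was detected in 63% of nuclei with CLV3 (42.4 to 80.6%) and in 35.8% of those without (28.4 to 43.8%). CLV3 and AGO5 were detected together in 6 nuclei, against 4.55. For AGO4 there were 20 nuclei against 14.8, and it was detected in 74.1% of nuclei with CLV3 (53.7 to 88.9%) and in 53.5% of those without (45.4 to 61.4%). For AGO2 the numbers were 6 against 3.74, for AGO1 17 against 15.5, for AGO10 10 against 9.29 and for AGO7 2 against 3.74. AGO3, AGO6 and AGO8 were never detected with CLV3, against 0.129, 0.871 and 0.290. With at least 5 counts, AGO4 was detected with CLV3 in 10 nuclei, against 6.29, AGO9 in 7, against 3.71, and AGO7 in 0, against 1.51. AGO5 and AGO9 were detected together in 17 nuclei, against 11.4, and AGO9 was detected in 73.9% of nuclei with AGO5 (51.6 to 89.8%) and in 35% of those without (27.7 to 42.8%). These conditional shares pool p1 and p2, which differ in both genes, and deeper nuclei detect more of every gene. At 4200 counts per nucleus, CLV3 was detected in 7 nuclei. None of them had AGO9, against 1.14 under independence, and 3 had AGO4, against 1.49. Among nuclei with at least 50000 counts, a setting chosen after seeing the data, the AGO4 number moved close to independence, with 20 against 18.7. AGO9 was at 17 against 13.8 there, AGO1 at 17 against 17.7, and AGO5 together with AGO9 at 12 against 9.34. No test of association was made.

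The bulk wells served as a comparison for the summed single nuclei of the same p number. AGO1 was at 192 CPM in the p1 bulk well (173 to 212) and 109 CPM in the p1 sum (107 to 111), and at 186 CPM (163 to 211) and 79.9 CPM (77.1 to 82.7) in p2. Its log2 ratio of bulk over sum was 0.82 in p1 and 1.22 in p2. AGO7 was lower in both bulk wells, with a log2 ratio of -2.90 in p1 (-5.95 to -1.04, from 2 bulk counts) and -2.48 in p2 (-3.61 to -1.55). The 3 nuclei with the most AGO7 counts held 94.7% of them in p1 and 48.9% in p2. For AGO4 the ratio was 0.49 in p1 (0.30 to 0.66), and in p2 it was 0.13 with an interval that included 0 (-0.08 to 0.34). The intervals of AGO10 included 0 in both, with ratios of 0.14 in p1 and -0.18 in p2. AGO6 had 12 counts in the p2 bulk well, with a log2 ratio of -0.54 (-1.50 to 0.28).

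The ratios of AGO2, AGO5 and AGO9 pointed in opposite directions in p1 and p2. AGO9 was at 32.4 CPM in the p1 bulk well (24.9 to 41.4) and 149 CPM in the p1 sum (147 to 151), a log2 ratio of -2.20 (-2.58 to -1.84). In p2 it was at 109 CPM in the bulk well (91 to 128) and 71.4 CPM in the sum (68.7 to 74.1), a log2 ratio of 0.60 (0.35 to 0.85). For AGO5 the log2 ratio was -0.96 in p1 (-1.44 to -0.52) and 0.97 in p2 (0.43 to 1.46). For AGO2 it was -2.0 in p1 (-2.80 to -1.30) and 2.73 in p2 (1.93 to 3.46). With 1 bulk well per p number, these values have no replicate check. The directions of AGO1, AGO2, AGO5, AGO7 and AGO9 were the same in p1 and in p2 with library sizes from nuclear genes, equal weight for every nucleus, TMM and the median of ratios. Under TMM, AGO4 in p2 turned to -0.05 and AGO10 in p1 to -0.15, and with equal weight AGO10 in p1 turned to -0.11. AGO3 and AGO8 had 0 counts in both bulk wells, where the limit was 1.54 CPM in p1 and 2.39 CPM in p2, and so did AGO6 in p1. AGO3 in p2 was at least 0.94 lower on the log2 scale in the bulk well than in the sum, a log2 ratio of -0.94 at the limit. With equal weight for every nucleus this limit was only -0.17, and the 179 counts of the sum came from 2 nuclei. For CLV3, the log2 ratio was -0.05 in p1 (-0.46 to 0.34) and -0.48 in p2 (-0.97 to -0.03). The 3 nuclei with the most CLV3 counts held 70.8% of them in p1 and 97.8% in p2.

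**Figure D3:**
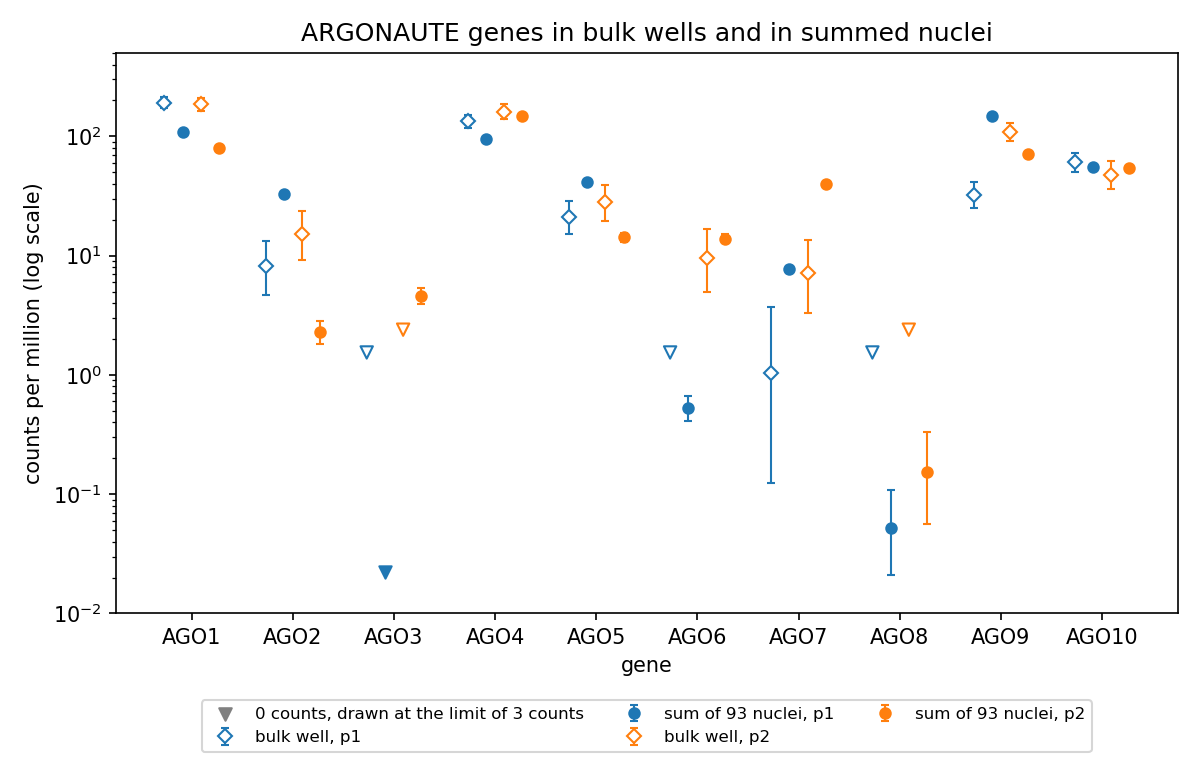
CPM (y axis, log scale) of the 10 ARGONAUTE genes in the bulk well and in the sum of 93 Smart-seq2 nuclei of p1 and of p2, with exact 95% Poisson intervals for counting error. Triangles stand at the limit of 3 counts where a library had 0 counts, and for AGO9 the bulk well lies below the sum in p1 (32.4 against 149) and above it in p2 (109 against 71.4).

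The number of genes in a bulk well was compared with that of 50 summed nuclei at equal depth. In p1, 50 nuclei gave a median of 16850.5 genes over 100 draws (range 16262 to 17487), and the bulk well gave 17106. In p2, 50 nuclei gave 17942.5 genes (range 17364 to 18421), and the bulk well gave 17601. Both bulk values lay inside the range of the draws, but this depended on the settings. Under a minimum of 5 counts, the p1 bulk well had 15338 genes, above the draws (13864 to 15222), and the p2 bulk well stayed inside. From nuclei with at least 500 genes, the p2 bulk well lay below the draws (17767 to 18546). From nuclei with at least 50000 counts, a setting chosen after seeing the data, both bulk wells lay below the draws, which ranged from 17673 to 18042 in p1 and from 17959 to 18601 in p2. These draws of 50 came without replacement from 57 nuclei in p1 and 81 in p2, so they shared many nuclei, most of all in p1. Their range is therefore too narrow to show that a bulk well differs from a pool of 50. Without thinning, where the sums were deeper than the bulk wells, the medians rose to 19012.5 and 19753 genes and both bulk wells lay below the draws.

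Across 19421 genes, Spearman's rho was 0.755 between the bulk well and the sum of nuclei in p1 and 0.735 in p2. It was 0.607 between the 2 bulk wells and 0.707 between the 2 sums. Genes are not independent replicates, so these values describe the libraries. The mean rho of bulk and summed nuclei was 0.807 without an expression minimum and 0.649 with at least 10 CPM.

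Of 16894 nuclear genes, 220 were more than 4-fold higher and 269 more than 4-fold lower in the bulk wells than in the sums in both p1 and p2. In p1 alone, 2043 of 17886 genes were higher and 2011 lower, and in p2 alone 1467 of 18378 were higher and 1801 lower. Part of the 220 and 269 genes may therefore pass in both p numbers by coincidence, and this part was not estimated. The bulk wells differed from each other by more than 4-fold in 22.6% of 10463 genes and the sums in 31% of 19882 genes. The median log2 ratio was 0.02, and under TMM it was -0.22, with 168 genes higher and 345 lower. The higher genes made up 45% of the genes beyond 4-fold, 32.7% under TMM and 33.7% with at least 200 counts. With equal weight for every nucleus the share rose to 53.7%, from 295 higher and 254 lower genes. Of the 220 higher and 269 lower genes, 172 and 179 were also called with equal weight. The lowest genes were AT5G15948, UFO (AT1G30950), AT1G21730 and GRIK1 (AT3G45240), which had 0 counts in both bulk wells, and AT3G60440, with 0 and 2. AT5G15948 was at least 35.9-fold lower in the p1 bulk well and at least 30.2-fold lower in the p2 bulk well, from 7409 and 2820 counts in the sums. UFO was at least 44.6-fold and 14.6-fold lower, AT1G21730 at least 50.1-fold and 12.9-fold lower, and GRIK1 at least 44.8-fold and 12.8-fold lower. A single nucleus held 85.7% of the UFO counts and 54.8% of the AT1G21730 counts over all single nuclei. AT3G60440 was at least 42.5-fold lower in p1, and its log2 ratio in p2 was -3.64 (-6.69 to -1.79).

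Among the highest genes, BCAT4 (AT3G19710) had a log2 ratio of 2.58 in p1 (2.39 to 2.76) and 3.88 in p2 (3.58 to 4.18). The log2 ratio of FMO GS-OX1 (AT1G65860) was 1.22 in p1 (0.92 to 1.51) and 5.91 in p2 (5.56 to 6.27), and that of LEW1 (AT1G11755) was 1.18 (0.88 to 1.48) and 5.85 (4.86 to 6.90). AT4G13630 was at 5.61 (4.96 to 6.25) and 0.82 (0.09 to 1.47). AT5G41330 was at 9.69 in p1 (7.68 to 12.81), from 2 counts in the sum, and at 0.35 in p2 with an interval that included 0 (-0.67 to 1.21). All 10 genes kept their direction under the 4 other scalings.

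Smart-seq3 nuclei were compared with Smart-seq2 nuclei of the same p number through the ratios of their sums. Of 16971 nuclear genes, 382 were more than 4-fold higher and 3276 more than 4-fold lower in the Smart-seq3 sums in both p1 and p2. Taken alone, p1 had 2294 higher and 6677 lower of 16856 genes, and p2 had 1754 higher and 10308 lower of 18373. With so many lower genes in each, coincidence puts many in both. Agreement of p1 and p2 therefore does not by itself tie the 3276 lower genes to the protocol. The median log2 ratio over all genes was -1.60, so that most genes lay below 0. With the median of ratios it was -0.76, and 724 genes were higher and 1757 lower. The share of higher genes among those beyond 4-fold moved from 10.4% to 29.2%. The sums rest on 8 and 12 Smart-seq3 nuclei with 884884 and 5706797 counts, against 93 and 93 Smart-seq2 nuclei with 133816891 and 39014099 counts.

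The lowest genes were LINC1 (AT1G67230), HTH (AT1G72970), AVA-P1 (AT4G34720), MTHSC70-2 (AT5G09590) and TPS11 (AT2G18700), each with 1 to 4 counts in either Smart-seq3 sum. LINC1 had a log2 ratio of -6.34 in p1 (-8.21 to -4.98) and -10.72 in p2 (-16.03 to -8.24). The other 4 had log2 ratios between -5.90 and -5.61 in p1, with counting intervals inside -8.94 to -3.76, and between -9.18 and -8.18 in p2, with counting intervals inside -14.09 to -5.70. The highest were AT3G52700, with log2 ratios of 14.78 in p1 (14.12 to 15.53) and 4.69 in p2 (4.60 to 4.78), the small nucleolar RNA genes AT2G35382, AT4G03295 and U60.2F (AT4G25631), and AT1G31163. All 4 had higher log2 ratios in p1 than in p2. AT2G35382 was at 14.84 in p1 (14.16 to 15.62) and 1.05 in p2 (0.95 to 1.15), AT4G03295 at 10.89 (10.50 to 11.30) and 3.07 (2.88 to 3.25), U60.2F at 11.37 (9.95 to 13.29) and 0.57 (0.16 to 0.96), and AT1G31163 at 7.73 (6.45 to 9.06) and 3.72 (2.70 to 4.81). All 10 kept their direction under the 4 other scalings, and all 10 lay on the same side of the median of all genes as of 0. AT3G52700 was detected in 20 of the 20 Smart-seq3 nuclei and in 83 of the 186 Smart-seq2 nuclei.

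Among p1 Smart-seq3 nuclei, the silent list had a median share of 18.8%, led by COBL9 (AT5G49270) in 75% of 8 nuclei (34.9 to 96.8%) and PRP3 (AT3G62680) in 50.0% (15.7 to 84.3%), and the ARGONAUTE genes had a median of 50.0%. The highest ARGONAUTE share in this group, 75% for AGO6, did not exceed that of COBL9, so these shares cannot be set apart from background. In p2 Smart-seq3, the silent list was at 0 of 12 nuclei for all 6 genes, which allows a share of up to 25%, and the ARGONAUTE genes had a median of 12.5%.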

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

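The tests of redrawn pools per gene, of mCherry background and of counting error in the mitochondrial share were chosen only after the result was seen. No biological explanation was tested for any pattern in this part, because the labels name no condition and the meaning of p1 and p2 is not stated.

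The ratios of bulk well over summed nuclei pointed in opposite directions in p1 and p2 for 3 ARGONAUTE genes. The log2 ratio was higher in p2 than in p1 by 4.73 for AGO2, by 1.93 for AGO5 and by 2.81 for AGO9. The difference was not tested, since it sets 1 bulk well of each p number against the other. Greater weight of deeper nuclei in the sum was argued against as the cause of the opposite directions, because with every nucleus weighing the same they remained in 3 of the 3 genes. The log2 ratios of p1 and p2 were then -0.82 and 2.64 for AGO2, -0.83 and 0.64 for AGO5, and -2.02 and 0.44 for AGO9. For AGO2 in p1, equal weight moved the ratio from -2.0 to -0.82, so its size depended on the weighting. A candidate explanation is which nuclei a pool of 50 happens to hold, since counts of these genes come from few nuclei. For this test, 50 nuclei were drawn with replacement from the 93 and summed, 1000 times. For AGO5, 2 of 2 bulk wells lay inside the range that held the central 95% of these pools. This range was 0.186 to 113 CPM in p1 and 0 to 46.6 CPM in p2. If nuclei weigh as unequally in a bulk well as in these pools, the make-up of the pools may be enough to give its opposite ratios. For AGO2, 1 of 2 bulk wells lay inside. The p2 bulk well, at 15.2 CPM, was above the upper end of 9.93 CPM, but its counting interval of 9.13 to 23.7 CPM reached that end. For AGO9, 1 of 2 lay inside as well, and the p1 bulk well, at 32.4 CPM with an interval of 24.9 to 41.4 CPM, was next to the lower end of 32.7 CPM. For AGO2 and AGO9, the make-up of the pools and other causes cannot be told apart, since the counting error of the outlying bulk well spans the end of the range. As first planned, this test took the 3 genes together, ignored the counting error of the bulk wells and required all 6 values inside. With 4 of 6 inside, it argued against the make-up of the pools as the cause of the whole pattern. The separate reading of each gene and the allowance for counting error were added after that result. The pools were also read for other ARGONAUTE genes whose bulk wells were on the same side in p1 and p2. For AGO1, the p2 bulk well, at 186 CPM (163 to 211), was above the upper end of 141 CPM, whereas the counting interval of the p1 bulk well (173 to 212 CPM) spanned the upper end of 187 CPM. For AGO7, both bulk wells lay inside, at 1.03 CPM in a range of 0.0711 to 20.7 CPM in p1 and at 7.18 CPM in a range of 7.07 to 80.5 CPM in p2, so its lower bulk values may come from the make-up of the pools. The 0 counts of AGO3 in the p2 bulk well lay in a range of 0 to 14.8 CPM, which leaves the same explanation open. It stays open for CLV3 in p2 as well, where the bulk well, at 31.9 CPM, lay in a range of 0 to 139 CPM. The number of nuclei per bulk well is uncertain, and fewer nuclei per pool would widen these ranges. Each nucleus entered a redrawn pool with its own depth, which ran from 1362 to 8102382 counts in p1. Whether nuclei weigh so unequally in a bulk well is not known. More even weights may narrow the ranges, so a bulk well inside them is weak evidence for the make-up of the pools.

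In p1 Smart-seq3 replicate 5, mitochondrial genes took 1.74% of counts, far above the next of the 8 nuclei at 0.807%. This was 1 of several measures examined in the group, and chance singles out a nucleus in about 1 in 20 of them. Counting error at low depth was argued against, since the lower bound of the 95% interval of the share was 1.62%, from 770 of 44215 counts. A single gene remains a candidate explanation: ATMG00020 held 753 of the 770 counts (97.8%), and without it in all 8 nuclei the gap to the nearest nucleus was 0.447 of the range, which no longer stood out. ATMG00020 was chosen for having the most counts in this nucleus. Why it took so many counts was not tested.

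The mCherry reporter was not part of the gene counts, yet its largest count in a single nucleus was 1788, in a p1 Smart-seq2 nucleus, and the highest in p2 Smart-seq2 was 443. The negative control wells had 0 counts. In p2, 5 nuclei had at least 5 counts, but the nuclei were deeper than the negative control wells, so the counts were compared relative to depth. With 0 of 16629 counts, the exact 95% Poisson interval of the negative control wells reached up to 222 CPM, which is wider than the limit of 3 counts used elsewhere. Background at the level of those wells was argued against in 4 of the 5 nuclei, whose lower bounds were at least 330 CPM. The nucleus with 37 counts, at 44.6 CPM, was not set apart from it. With 2 negative control wells, background that reaches only some wells stays open. No negative control well of p1 was measured, so the same test was not possible there. The bulk wells held 94 (p1) and 121 (p2) mCherry counts, or 48.3 and 96.5 CPM relative to counts on genes. The sums were 10563 counts in p1 Smart-seq2, 1094 in p2 Smart-seq2, 15 in p1 Smart-seq3 and 1110 in p2 Smart-seq3. How the reporter was used in the sort is not stated.

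Transposable elements were also outside the gene counts. The p2 Smart-seq2 nuclei held a median of 7704 counts on them, and the negative control wells, which were far shallower, had 3241 and 2012. Relative to all counts, elements took a median of 2.02% in these nuclei, at most 15.6%, and 23.9% ± 7.16 in the negative control wells (SD, n = 2). The same elements that take counts in wells without a nucleus were argued against as the whole source: 8 elements held 53.6% of the element counts of the negative control wells, but a median of only 25.1% of those of the nuclei. Part of the signal stays open to this explanation, since a median of 52.9% of the element counts of the nuclei lay on the 182 elements with any count in the negative control wells. Reads from genes that overlap elements were not tested.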

How the results depend on the processing

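The settings chosen only after the data were seen were nuclei with at least 50000 counts, alone or with a minimum of 5 counts, thinning to 54000 counts for shares, TMM and the median of ratios for the ARGONAUTE ratios, and counts of 0 kept at 3. Of the values that answer a comparison, 132 under alternative settings stayed within the spread or the factor set for them and 40 moved. For single genes named among many, 740 stayed and 245 moved. No ARGONAUTE ratio whose interval excluded 0 changed direction under another scaling. AGO4 in p2 under TMM, and AGO10 in p1 under TMM and equal weight, changed sign, and their intervals included 0. Other directions turned as well. With at least 5 counts, the order of p1 and p2 turned for the AGO9 share and the organ boundary median. At equal depth, co-detection of CLV3 and AGO9 moved from above to below independence. The p1 bulk well moved from inside the draws to above or below them. Where no cause is named below, the cause was not tested.

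With at least 5 counts for detection, which counts fewer genes by construction, the median number of genes was 2303 in p1 Smart-seq2, 2078 in p2 Smart-seq2, 1350 in p1 Smart-seq3 and 1797 in p2 Smart-seq3. Thinning to 4200 counts gave 1671, 1217, 1454 and 1084, and thinning to 54000 counts, with fewer nuclei left, gave 3163, 2222, 3684 and 1819. The p1 median stayed above the p2 median of Smart-seq2 in all of these, whereas p1 Smart-seq3 fell below p2 Smart-seq3 with at least 5 counts. Only nuclei with at least 50000 counts gave 5386 genes in p1 Smart-seq2. Nuclear genes alone gave a median total of 295115 counts in p2 Smart-seq2 and a mean of 1788.5 counts in the negative control wells, because organellar counts were left out.

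The share of nuclei with AGO5 in p1 moved to 7.53% with at least 5 counts, 12.2% at 4200 counts per nucleus, 8.77% at 54000 counts, and 8.77% with at least 5 counts among nuclei with at least 50000 counts. For AGO9 in p1, the same settings gave 18.3%, 19.5%, 26.3% and 28.1%. AGO9 in p2 moved to 12% and CLV3 in p1 to 4.88% at 4200 counts. CLV3 in p1 rose to 35.1% among nuclei with at least 50000 counts. Depth limits these shares: at 4200 counts per nucleus only 7 nuclei had CLV3.

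Genes in 50 summed nuclei came to 14645.5 in p1 and 15280 in p2 with at least 5 counts, to 19012.5 and 19753 without thinning, which leaves the sums deeper than the bulk wells, and to 17903 in p1 from nuclei with at least 50000 counts. In each of these settings at least 1 bulk well lay outside the range of the draws. The mean rho of bulk and summed nuclei was 0.807 without an expression minimum and 0.649 with at least 10 CPM.

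For bulk wells over summed nuclei, 137 genes were more than 4-fold higher with at least 200 counts, since fewer genes entered. The higher genes made up 45% of genes beyond 4-fold, 53.7% with equal weight for every nucleus, 32.7% under TMM and 33.7% with at least 200 counts. Leaving out a bulk well gave 1467 to 2043 higher genes and 1801 to 2011 lower genes, because a gene then had to pass in 1 p number only. Without bulk replicate 1 the numbers were 1467 and 1801, and without bulk replicate 2 they were 2043 and 2011. For Smart-seq3 over Smart-seq2, the median of ratios gave 724 higher and 1757 lower genes, after it moved the median log2 ratio from -1.60 to -0.76. With counts of 0 kept at 3, there were 297 higher and 269 lower genes for bulk over sums, and 429 and 3276 for Smart-seq3 over Smart-seq2.

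No paired analysis was possible because the results come from no test, and the replicate numbers do not pair wells of different groups.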

Other observations

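Chosen only after the result was seen were the tests of genes dominated by a single well in p1 and p2, the tests of the Smart-seq3 protocol and of greater depth as causes of the gene numbers in p1 Smart-seq3, and the comparisons of gene length correlations at equal numbers of genes or counts. No biological explanation was tested in this part, because the labels name no condition.

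Low counts in p1 Smart-seq2 wells followed the replicate number. The pattern was first seen for the wells of replicates 13 and 36, which were then left out as wells of origin. In the test, 572 nuclear genes had at least 500 counts and at least 90% of their p1 counts in 1 of 47 other wells with numbers up to 80. Wells whose number lay in the same block of 8 as that well, or left the same remainder by 8, had a count of such a gene in 19% of cases, and the other wells in 2.00%. The difference was 17 percentage points, against at most 1.69 when the numbers were shuffled 100 times. In p2, the same test gave 3.82% and 2.95% over 36 genes, a difference of 0.865 against at most 2.39 in shuffled numbers, which argues against such sharing in p2 at a size like that in p1. If replicate numbers follow positions on a plate, the p1 pattern may come from reads that were assigned to a well in the same line of the plate, for instance through shared index sequences. The labels do not give plate positions, so this remains a hypothesis.

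For ARGONAUTE genes, CLV3 and mCherry in p1, wells with 1 to 4 counts tended to have more counts of that gene in their sharing wells than wells with 0 counts did. The median probability over 9 of these genes was 70.9%, and shuffled numbers gave medians from 39.3% to 59.9%. AGO2 had the highest value at 81%, and AGO7 (54.7%) and CLV3 (51.9%) the lowest. Part of the low counts of these genes may therefore be reads of other wells, which is the reason for giving shares with at least 5 counts beside those from 1 count. The test does not say which single counts are affected.

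Of the 28 p1 Smart-seq2 wells under 50000 counts with replicate numbers up to 80, 28 correlated more with their sharing wells than with at least 95% of random sets of wells. The same held for 48 of 52 deeper wells. The result is consistent with shared reads in nearly all p1 wells, but it is not specific to the shallow wells and does not show that these lack a nucleus.

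As deposited and from 1 count, the p1 Smart-seq3 nuclei had the highest median of genes detected per nucleus, at 7278.5. This did not hold in other settings. With at least 5 counts their median of 1350 was the lowest of the single-nucleus groups. At 4200 counts per nucleus it was 1454, below the 1671 of p1 Smart-seq2. The Smart-seq3 protocol by itself was argued against, since the highest p2 Smart-seq3 nucleus had 4008 genes, below the lowest of p1 at 5712. Greater depth was argued against as well, since the p1 nuclei had a median of 55305 counts, against 605497 in p2. Genomic DNA in the libraries stayed open. Over 6337 nuclear genes without a count in any bulk or Smart-seq2 well, of which 94.6% had a length, the summed counts of p1 Smart-seq3 nuclei correlated with gene length across genes, with a Spearman's rho of 0.44, against 0.27 in p2 Smart-seq3. Fewer of these genes had a count in p2, which lowers rho. With the p1 counts thinned 100 times until as many genes had a count as in p2, the median rho was 0.28 (range 0.27 to 0.30), which reached the p2 value. Thinned to the 4947 counts that p2 had on these genes, it was 0.33 (0.31 to 0.35), above the p2 value, but with 1351 genes against 1024. Whether the relation to length set p1 apart therefore depended on the match, and genomic DNA cannot be told apart from other sources by it. These otherwise silent genes took 3.16% of the nuclear counts in p1 and 0.0968% in p2. In p1, 2497 of them had a count, against 1042 in p2 and 339 in p2 thinned to the p1 total. Genomic DNA would give such a spread over many genes, but broader transcription, which was not tested, could give it as well.

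Transposable elements took a median of 18% of all counts in p1 Smart-seq3 nuclei, 1.97% in p2 Smart-seq3, 0.725% in p1 Smart-seq2 and 2.02% in p2 Smart-seq2. At 4600 element counts per nucleus, p1 Smart-seq3 nuclei had counts on at least 668 elements, with a median of 1020.5, and p2 Smart-seq3 nuclei on at most 415, with a median of 299. This spread over many elements is consistent with genomic DNA in the p1 Smart-seq3 libraries. A broader transcription of elements in these nuclei was not tested.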
